A study of Mus musculus with 12 samples. Its data were reported in "Glucocorticoid receptor-PPARα axis in fetal mouse liver prepares neonates for milk lipid catabolism" (2016).

How the data were processed

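Whole livers were taken from term mouse fetuses at E19.5, delivered by cesarean section from matings of heterozygous *Ppara* mice, so that both genotypes came from the same kind of litter. The labels name the strain SV129, whereas the study's methods name another background. According to the study's methods the arrays of each genotype drew on several litters, fewer than its livers, so some livers shared a litter. Total RNA was extracted with TRIzol and silica columns, and samples above an RNA integrity number of 8 were hybridized, 1 liver per array, to Affymetrix Mouse Gene ST arrays.

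The authors deposited log2 values made with RMA, a procedure that corrects the background, normalizes between arrays and summarises probes into 1 value per probeset. The version of RMA and the genome build are not given in the sources used here. The value table held 35556 probesets on 12 arrays, with log2 values between 1.95 and 13.91, and 477 probesets repeated the values of an earlier one. No array was a copy of another, as correlations between arrays ranged from 0.9888 to 0.998. The arrays carry no read depth, and precision is limited by the number of arrays, 6 per genotype. Livers of the same litter may not be independent, and the p-values given here do not allow for that.

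Probesets were named through a probe table of the platform. Exactly 1 gene symbol was given for 21789 probesets, several for 1621 and none for 12146. Of the probesets with 1 symbol, 21698 (99.6%) matched the gene table of the mouse assembly GRCm38.p6 by gene ID, and 0 symbols needed updating. No coordinates were used, and the table served for names and gene order alone. For the 999 genes with over 1 probeset the one with the highest mean over all arrays was taken, which left 19938 genes, with no filter on dim signals.

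Samples were grouped by the genotype in their labels, 6 *Ppara*-/- against 6 *Ppara*+/+, and named by the mouse number of their title. Differences are *Ppara*-/- minus *Ppara*+/+ on the log2 scale. They were tested two-sided with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with no covariates, and p-values were adjusted by Benjamini-Hochberg over all genes with a threshold of 0.05. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. The study states a threshold of 1.3 as a logarithmic ratio, in its methods too, and in another place as an absolute fold change, so both readings were counted. The 32 gene lists were tested with camera in limma, with a preset inter-gene correlation of 0.01, and again with the correlation estimated per list and with fry, which tests whether a list's genes move one way without comparing them with other genes. Camera p-values were adjusted over the 32 lists, and lists of under 3 measured members were not to be tested. The members of each list were also counted with p-values adjusted over the list alone.

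The comparison, the lists, the rule for named genes and the other settings to be tried, apart from those named as added, were chosen before the data were examined. The rule named *Ppara*, the 12 most lowered and 12 most raised genes called in the full comparison and whichever liver was left out (leaving out predicted or unnamed transcripts and small RNA genes), up to 4 members of each list with the smallest p, and genes taken from the study's text on its arrays or fetal liver. Not every gene the rule allows is described. Of the 33 taken from the study's text, which names others too, 28 were measured, and the others were not analysed here.

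The other settings were renewed quantile normalization, a shift of each array to the same median, filters at the 25th and 50th percentile of mean signal, the mean of all probesets of a gene, every probeset on its own, eBayes with an intensity trend and robust settings, array weights, the mouse number as a block, a sex score (*Xist* minus the mean of the Y-linked genes) and an erythroid score as covariates, the exact Mann-Whitney test, and leaving out each liver in turn. Added after the data were seen were the animal number in the labels as a covariate alone and with the sex score, the 6 lowest and 6 highest animal numbers as a block, and the comparison within each of these, and, for the tests of other explanations alone, granulocyte and macrophage scores (means of these marker lists) as covariates.

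The procedure was tested on simulated arrays with the means and spreads of the real genes. Among the 19938 genes it recovered 10 of 67 genes changed by 0.2 on the log2 scale (14.9%), 58 of 67 changed by 0.5 (86.6%) and 64 of 66 changed by 1 (97%), and 7 unchanged genes were called, 5% of all calls. Both simulated list shifts of 0.4 were recovered and 0 other lists called. Means and spreads were matched, but not the correlation between genes. The simulation therefore cannot decide how list calls hold where members vary together. In the real lists the estimated correlation was 0.07 for fatty acid uptake, activation and storage, 0.31 for glycolysis and 0.62 for granulocyte genes.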

Results

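Gene expression was measured in whole livers of mouse fetuses just before birth, at embryonic day E19.5, to find which genes depend on PPARα, the fatty acid-activated nuclear receptor encoded by *Ppara*. Livers from 6 *Ppara*-/- and 6 *Ppara*+/+ fetuses of heterozygous parents were compared, with 1 array per liver. The median log2 signal of the arrays ranged from 6.71 to 6.75, and the number of arrays limits the precision. *Xist* and the Y-linked genes marked 5 *Ppara*-/- fetuses as female and 1, mouse 2, as male, whereas 3 *Ppara*+/+ fetuses were female and 3 male. The first principal component held 41.9% of the variance and ranged from -21.1 to 3.3 in *Ppara*+/+ livers and from -1.9 to 20.9 in *Ppara*-/- livers. The genotypes overlapped on it through *Ppara*-/- mouse 1, at -1.9, and *Ppara*+/+ mouse 6, at 3.3. The labels give each fetus an animal number, 266 and 273 to 277 in the *Ppara*-/- group and 265, 267, 270, 272, 280 and 281 in the *Ppara*+/+ group. Litter is not named in the labels used here.

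**Figure D1:**
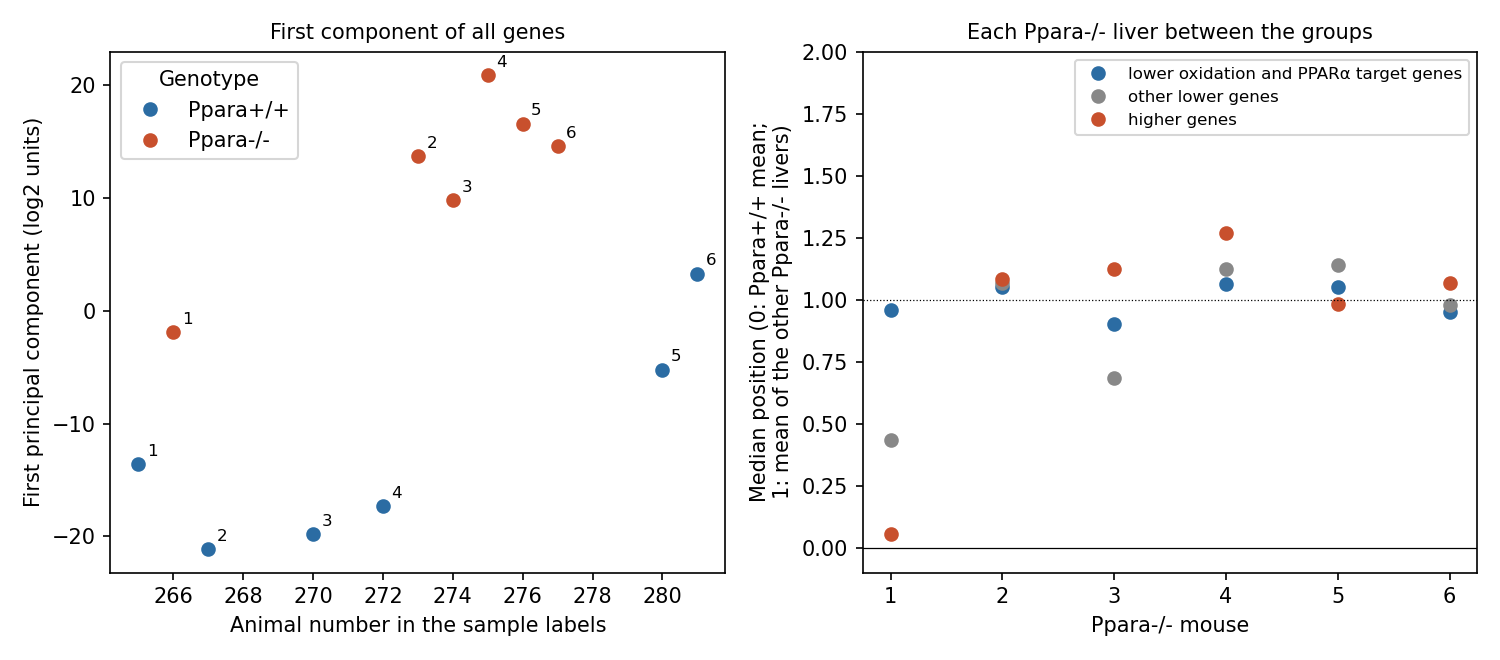
Left, principal component 1 of all genes (y axis) against the animal number (x axis) of the 12 livers, with colours for genotype and the mouse number beside each point. *Ppara*-/- mouse 1 (animal 266) lies at -1.9 and *Ppara*+/+ mouse 6 (animal 281) at 3.3. Right, median position of each *Ppara*-/- liver between the *Ppara*+/+ mean (0) and the other *Ppara*-/- livers (1), over genes called without it. Mouse 1 lies at 0.957 for lower oxidation and PPARα target genes, 0.435 for other lower genes and 0.056 for higher genes.

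The transcript of the targeted gene was reduced in every *Ppara*-/- liver. *Ppara* (probeset 10425987) had a log2 signal of 9.83 ± 0.09 (SD, n = 6) in *Ppara*-/- livers and 10.84 ± 0.10 in *Ppara*+/+ livers, which is 2.01-fold lower. The *Ppara*-/- livers read 9.84, 9.83, 9.86, 9.94, 9.86 and 9.66, and the *Ppara*+/+ livers 10.89, 10.92, 10.95, 10.84, 10.73 and 10.71, so the groups did not overlap and no liver went against its label. The log2 difference was -1.01 (SE 0.06, adjusted p = 3.6e-08). Which part of the gene the probeset covers relative to the disrupted part is not given in the sources used here, so the remaining signal is not read as remaining PPARα.

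Between *Ppara*-/- and *Ppara*+/+ fetal livers 1443 of 19938 genes differed (limma, adjusted p under 0.05). Of these, 761 were lower and 682 higher in *Ppara*-/- livers. Most changes were small, with a median fold of 1.24 among the lower genes and 1.24 among the higher genes. Beyond a fold of 1.3, 267 genes were lower and 246 higher, and beyond a log2 difference of 1.3, 34 were lower and 2 higher. In 387 of the lower genes all *Ppara*-/- livers lay below all *Ppara*+/+ livers, and in 204 of the higher genes all lay above. The call held whichever liver was left out for 423 lower and 331 higher genes. The number of changed genes rose to 2521 (1147 lower, 1374 higher, of which 424 higher by over 1.3-fold) without *Ppara*-/- mouse 1. It dropped to 860, 871, 851 and 880 without *Ppara*-/- mice 2, 4, 5 and 6, and to 959, 898, 954 and 954 without *Ppara*+/+ mice 1, 2, 3 and 4, with at least 447 lower and 384 higher genes in each case. It was 850 with fetal sex as a covariate, 2743 with array weights and 0 by the exact Mann-Whitney test, in which 3686 genes had an unadjusted p under 0.05 and the smallest adjusted p was 0.06. With the 6 lowest and 6 highest animal numbers as a block, 514 genes were lower and 422 higher. With the animal number itself as a covariate 953 were lower and 883 higher, and with animal number and sex score 717 and 764. Within the 6 lowest numbers alone 163 were lower and 30 higher, and within the 6 highest 106 and 117.

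The 12 genes named for the largest fall included 5 that oxidize fatty acids or control their entry to oxidation. *Cyp4a14*, *Cyp4a31* and *Cyp4a10*, microsomal cytochromes P450 that hydroxylate the ω-end of fatty acids, were 14.5-, 13.8- and 13.6-fold lower in *Ppara*-/- livers. The log2 signal of *Cyp4a14* was 8.92 ± 0.44 (SD, n = 6) against 12.79 ± 0.19, a difference of -3.86 (SE 0.17, adjusted p = 2.2e-09). *Acaa1b*, a thiolase of peroxisomal β-oxidation, was 8.07-fold lower (adjusted p = 1.1e-07), and *Cpt1a*, which controls the entry of long-chain fatty acids into mitochondria, 3.69-fold lower (adjusted p = 5.0e-05). The pantetheinase gene *Vnn1* was 7.44-fold lower, *Rab30*, a small GTPase of the Golgi, 7.43-fold, *Adtrp* 6.88-fold, and the retinol saturase *Retsat* 3.53-fold. *Smcp*, known from sperm mitochondria, was 9.07-fold lower (6.05 ± 0.31 against 9.23 ± 0.58) and the thyroxine-binding globulin *Serpina7* 3.98-fold. The steroid dehydrogenase *Akr1c18* differed by -2.07 on the log2 scale. In each of these 12 genes, 6 of 6 *Ppara*-/- livers lay below all *Ppara*+/+ livers, with adjusted p between 7.3e-10 and 3.6e-04.

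**Figure D2:**
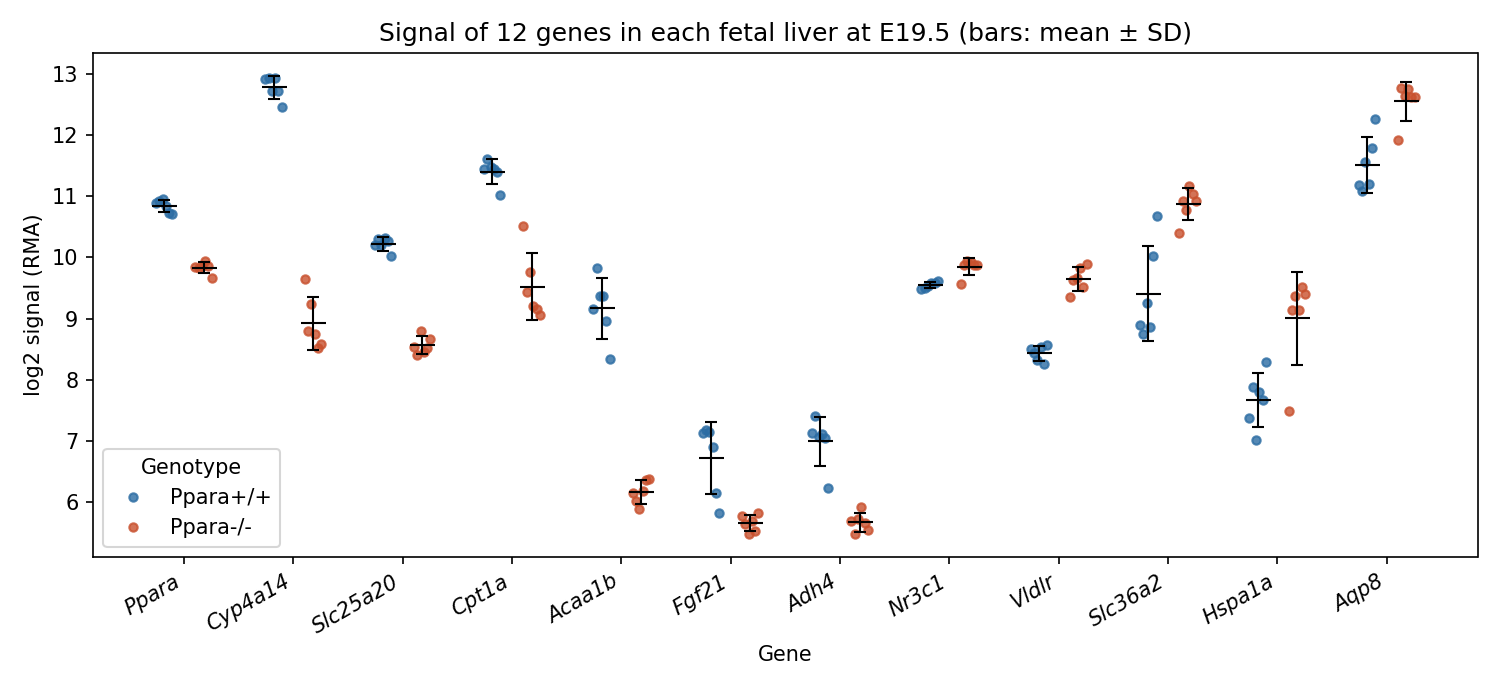
Log2 signal (y axis) of 12 genes (x axis) in each of the 12 fetal livers, with black bars for the mean ± SD of 6 livers per genotype. *Cyp4a14* averaged 8.92 in *Ppara*-/- and 12.79 in *Ppara*+/+ livers, and for *Hspa1a* *Ppara*-/- mouse 1, at 7.48, lay among the *Ppara*+/+ livers.

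Genes of mitochondrial β-oxidation fell together. Of 19 measured members, 13 were lower, 0 higher and 6 not called, and 16 were lower when adjusted over the list alone (camera adjusted p = 1.3e-26, and adjusted p = 0.0038 with an estimated correlation). They covered the path from import to the electron carriers. *Slc25a20*, the carnitine-acylcarnitine translocase, was 3.15-fold lower (8.57 ± 0.15 against 10.22 ± 0.11, SD, n = 6, adjusted p = 2.2e-09). *Cpt2* differed by -0.52 (adjusted p = 6.2e-06), the very-long-chain dehydrogenase *Acadvl* by -0.94, the isomerase *Eci1* by -1.03 and the electron carrier *Etfdh* by -1.14 on the log2 scale. Differences were smaller for *Hadhb* (-0.43) and *Acadl* (-0.26). *Hadha* differed by -0.16 (adjusted p = 0.026), a call that ended without *Ppara*-/- mouse 4 or 5 or *Ppara*+/+ mouse 1, 2, 4 or 5 (adjusted p of 0.053 to 0.06) with the sex covariate (0.071) and with animal number and sex as covariates (0.057). Over the limma alternatives on 11 or 12 livers its adjusted p ranged from 0.0033 to 0.071. *Acaa2*, the mitochondrial thiolase, had a difference of -0.01 and was not called (adjusted p = 0.96).

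Peroxisomal fatty acid oxidation was reduced as well. Of 22 measured members 16 were lower, 0 higher and 6 not called (18 lower and 2 higher adjusted over the list alone). The list had camera adjusted p = 2.0e-28, and adjusted p = 0.0038 with an estimated correlation. The median log2 difference of the list was -0.72, against -0.39 for mitochondrial β-oxidation, and the difference between the lists was not tested. *Ehhadh*, the bifunctional enzyme, was 3.52-fold lower (adjusted p = 6.3e-07). *Decr2* and *Ech1*, which handle unsaturated fatty acids, both differed by -1.59 on the log2 scale. *Eci2* was 2.47-fold lower and *Hsd17b4* 2.38-fold. Among peroxisome biogenesis genes, 5 of 13 were lower and 8 not called (5 lower adjusted over the list alone, and 2 to 5 lower with 1 liver left out), led by *Pex16* at -0.92 (adjusted p = 3.6e-08) and *Pex19* at -0.48 (adjusted p = 1.4e-05). That list had camera adjusted p = 0.001, but adjusted p = 0.27 with an estimated correlation. Of the genes of microsomal ω-oxidation, 6 of 10 were lower and 4 not called (7 lower adjusted over the list alone, camera adjusted p = 3.9e-12, and adjusted p = 0.014 with an estimated correlation).

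Genes for fatty acid uptake, activation and storage shifted downwards as a list. Of 22 measured members 9 were lower, 1 higher and 12 not called (16 lower and 1 higher adjusted over the list alone, camera adjusted p = 2.9e-12, and adjusted p = 0.0038 with an estimated correlation). The liver fatty acid-binding protein *Fabp1* was 2.42-fold lower (adjusted p = 2.4e-07) and *Fitm2*, which acts in lipid droplet formation, differed by -0.92. The member called higher, the lipoprotein receptor *Vldlr*, was 2.32-fold higher in *Ppara*-/- livers (9.65 ± 0.20 against 8.43 ± 0.12, SD, n = 6, adjusted p = 5.3e-07). Of 5 measured ketogenesis genes 3 were lower and 2 not called (3 lower adjusted over the list alone), among them the monocarboxylate transporter *Slc16a7* at -0.50 and the hydroxybutyrate dehydrogenase *Bdh1* at -0.33. Their camera adjusted p was 0.025, but adjusted p = 0.22 with an estimated correlation, and the call ended without *Ppara*-/- mouse 1 (0.068) or *Ppara*+/+ mouse 6 (0.052), with array weights (0.063) and with dim probesets removed up to the 50th percentile (0.11).

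Of 16 other known PPARα target genes, 10 were lower and 6 not called (13 lower adjusted over the list alone, camera adjusted p = 1.6e-17, and adjusted p = 0.0024 with an estimated correlation). The epoxide hydrolase *Ephx2* differed by -1.44, the mitochondrial coenzyme A transporter *Slc25a42* by -1.03 and *Angptl4*, an inhibitor of lipoprotein lipase, by -0.55 (adjusted p = 0.014). Of the genes that the study named as PPARα-dependent after birth only, all 5 measured were lower before birth (5 adjusted over the list alone, camera adjusted p = 1.6e-07, but adjusted p = 0.057 with an estimated correlation). This list was chosen by the study, so it is not independent evidence of a direction, and all 5 members also belong to other lists here. Except for *Ces3a*, its members averaged below the lowest array median of 6.71 in *Ppara*-/- livers. The hormone gene *Fgf21* was 2.09-fold lower (5.65 ± 0.13 against 6.72 ± 0.59, SD, n = 6, adjusted p = 0.007), with 5 of 6 *Ppara*-/- livers below all *Ppara*+/+ livers. *Adh4* was 2.51-fold lower (adjusted p = 7.0e-05), *Ugt3a1* differed by -0.84 (adjusted p = 0.0035) and *Ces1g* by -0.70 (adjusted p = 0.01). *Ces3a* differed by -1.37 (adjusted p = 0.021), and its call ended without *Ppara*-/- mouse 4, 5 or 6 or *Ppara*+/+ mouse 2 or 4 (adjusted p of 0.05 to 0.055), with the sex covariate (0.06) and with the intensity trend and robust settings (0.055), within a range of 2.2e-04 to 0.06 over the limma alternatives on 11 or 12 livers. Of 28 measured genes taken beforehand from the study's text on its arrays or fetal liver, which are not all that it names, 20 were lower, 1 higher and 7 not called. These genes too were chosen by the study.

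For most of the transcripts that rose furthest, 5 of the 6 *Ppara*-/- livers lay above all *Ppara*+/+ livers. *Slc36a2*, an amino acid transporter, was 2.75-fold higher (10.87 ± 0.27 against 9.41 ± 0.78, SD, n = 6, adjusted p = 0.0061), and *Hspa1a*, the inducible 70-kDa heat-shock protein, 2.52-fold higher (adjusted p = 0.016). *Ppp1r3g*, which targets protein phosphatase 1 to glycogen, was 2.34-fold higher (adjusted p = 0.011), the carboxypeptidase gene *Cpm* 2.37-fold (adjusted p = 0.017) and the troponin gene *Tnnc1* 2.38-fold (adjusted p = 0.016, and 0.051 with the sex covariate, within a range of 9.9e-05 to 0.051 over the limma alternatives on 11 or 12 livers). The log2 difference was 1.15 for the ferric reductase *Cybrd1*, 1.08 for *Ankrd55* and *Gipr*, 1.04 for the water channel *Aqp8*, 1.03 for *Serpina5* and 1.01 for the carbonic anhydrase *Car12*, with adjusted p of 0.01 or less. Together with *Vldlr* these were the 12 named for the largest rise. In *Vldlr* and *Serpina5* 6 of 6 *Ppara*-/- livers lay above all *Ppara*+/+ livers. In the other 10 genes 5 of 6 did, and the remaining liver was *Ppara*-/- mouse 1 each time.

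Some genes of carbohydrate metabolism were higher in *Ppara*-/- livers. Of 15 measured glycolysis genes 2 were higher, 1 lower and 12 not called (9 higher without *Ppara*-/- mouse 1, 6 higher and 1 lower adjusted over the list alone, camera adjusted p = 0.0016, but adjusted p = 0.38 with an estimated correlation). The liver pyruvate kinase *Pklr* was higher by 0.37 (adjusted p = 0.0017) and the hexokinase *Hk2* by 0.57 (adjusted p = 0.0097), whereas *Gpd2*, the mitochondrial glycerol-3-phosphate dehydrogenase, was lower at -0.44 (adjusted p = 0.01) and *Hk1* differed by -0.02 (adjusted p = 0.84). Of 15 genes of gluconeogenesis and glycogen, 3 were higher, 0 lower and 12 not called (6 higher and 2 lower adjusted over the list alone, and as many without *Ppara*-/- mouse 1). *Ugp2* (0.77, adjusted p = 0.0032) and the branching enzyme *Gbe1* (0.51, adjusted p = 0.01) act in glycogen synthesis. *Pygl*, the phosphorylase of glycogen breakdown, was higher by 0.24 (adjusted p = 0.031), a call lost without any 1 of *Ppara*-/- mice 2 to 6 and *Ppara*+/+ mice 1 to 4 (adjusted p of 0.058 to 0.078), with the animal number block (0.052), with the erythroid score (0.065) and with the sex covariate (0.096, the highest over the limma alternatives on 11 or 12 livers). That list missed the threshold (camera adjusted p = 0.057) and passed it without *Ppara*-/- mouse 1, 2 or 4 or *Ppara*+/+ mouse 3 (adjusted p of 0.034 to 0.043) and with the animal number block (0.041), among other settings, within a range of 0.001 to 0.41 over its alternatives. *Pck1*, the gluconeogenic carboxykinase, had a log2 difference of -1.38 and was not called (adjusted p = 0.061), but was called without *Ppara*-/- mouse 1 or *Ppara*+/+ mouse 6 (both 0.011). Over the limma alternatives on 11 or 12 livers its adjusted p ranged from 6.0e-04 to 0.17. *G6pc* (-0.29, adjusted p = 0.16) was called without *Ppara*-/- mouse 1 (0.025).

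**Figure D3:**
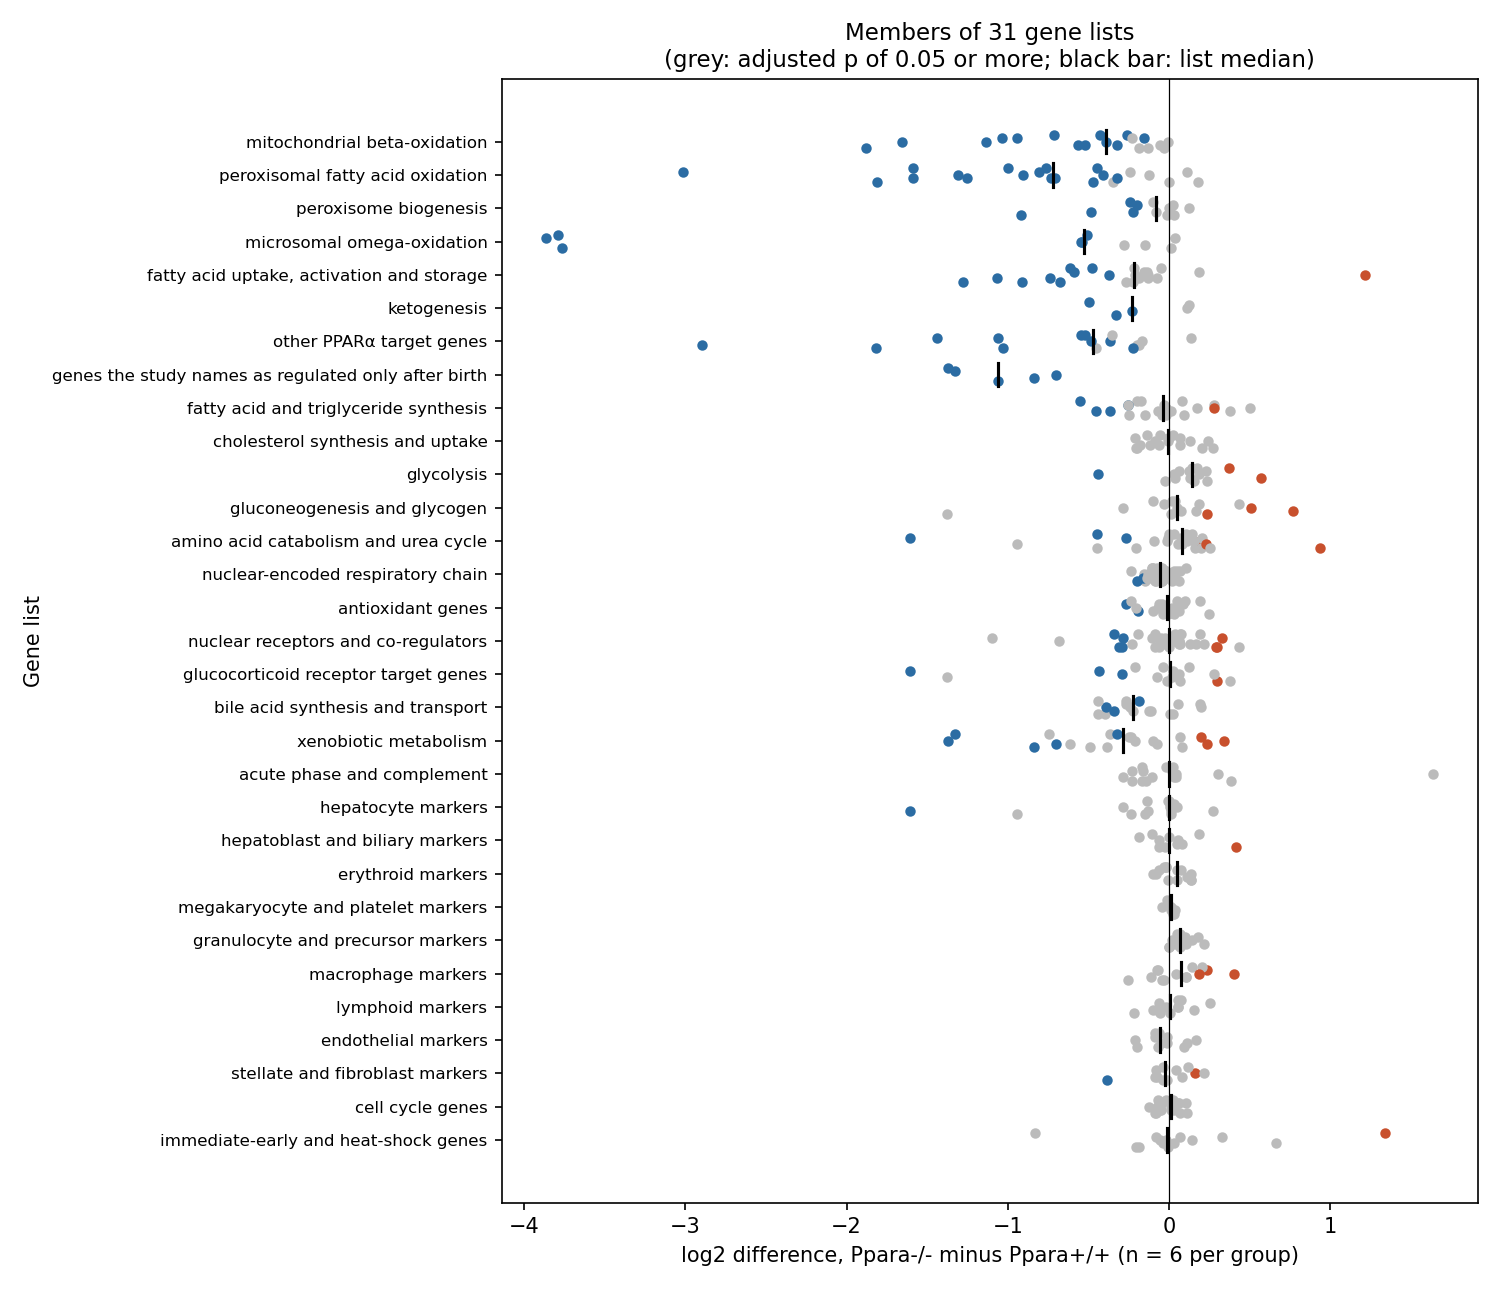
Log2 difference, *Ppara*-/- minus *Ppara*+/+ (x axis), of each measured member of 31 gene lists (y axis), with coloured points for members called over all genes and a bar for the list's median. The medians of peroxisomal and mitochondrial fatty acid oxidation lie at -0.72 and -0.39, and that of cell cycle genes at 0.01.

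In other metabolic groups the called genes ranged from 0 of 19 for cholesterol to 8 of 20 for xenobiotic metabolism. In fatty acid and triglyceride synthesis 4 of 22 measured genes were lower, 1 higher and 17 not called (2 to 5 lower and 1 to 4 higher with 1 liver left out, 5 lower and 3 higher adjusted over the list alone, camera adjusted p = 0.33). The desaturases *Fads2* (-0.55, adjusted p = 0.0036) and *Fads1* (-0.25, adjusted p = 0.016, and 0.052 with the sex covariate, within a range of 0.0034 to 0.052 over the limma alternatives on 11 or 12 livers) were lower and the elongase *Elovl6* higher by 0.28 (adjusted p = 0.011). None of 19 cholesterol genes was called by limma over all genes or adjusted over the list alone (camera adjusted p = 0.53), but with 1 liver left out up to 1 was lower and up to 3 were higher. Of 26 genes of amino acid catabolism and the urea cycle 3 were lower, 5 higher and 18 not called (1 to 5 lower and 2 to 5 higher with 1 liver left out, 5 lower and 8 higher adjusted over the list alone, camera adjusted p = 0.15), with a median of 0.08 and a mean of -0.04. The histidine ammonia-lyase *Hal* was higher by 0.93 (adjusted p = 0.005) and *Cbs* by 0.23 (adjusted p = 0.0061), while *Hibch*, of valine breakdown, was lower at -0.44 (adjusted p = 5.0e-04). *Gpt* differed by 0.07 (adjusted p = 0.57). Of 17 bile acid genes 3 were lower and 14 not called (1 to 9 lower and up to 1 higher with 1 liver left out, 9 lower and 1 higher adjusted over the list alone, camera adjusted p = 8.6e-04, but adjusted p = 0.38 with an estimated correlation), with the smallest p for *Hsd3b7* (-0.34, adjusted p = 9.6e-04). Of 20 xenobiotic metabolism genes, 4 of them also in other lists, 5 were lower, 3 higher and 12 not called (4 to 11 lower and 1 to 3 higher with 1 liver left out, 8 lower and 3 higher adjusted over the list alone, camera adjusted p = 0.0019, but adjusted p = 0.27 with an estimated correlation, and 0.55 with dim probesets removed up to the 50th percentile, the upper end of a range from 1.8e-04). *Fmo5* was lower at -0.33 and the glutathione transferase *Gstp1* higher by 0.34.

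Nuclear-encoded respiratory chain genes shifted slightly downwards. The median over 44 measured members was -0.06, with 2 lower and 42 not called (1 to 4 lower with 1 liver left out, 4 lower adjusted over the list alone, camera adjusted p = 1.3e-04, but adjusted p = 0.42 with an estimated correlation), and *Cox5a* was lower at -0.20 (adjusted p = 0.018). Of 20 antioxidant genes 2 were lower and 18 not called (up to 2 higher with 1 liver left out, 2 lower adjusted over the list alone, camera adjusted p = 0.42). These were the mitochondrial superoxide dismutase *Sod2* (-0.20, adjusted p = 0.013) and *Ccs*, the copper chaperone of the cytosolic one (-0.27, adjusted p = 3.9e-04). The calcium pump gene *Atp2a2* differed by -0.14 and was not called (adjusted p = 0.054), but was called without *Ppara*-/- mouse 1 (0.026) or *Ppara*+/+ mouse 6 (0.03).

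The glucocorticoid receptor gene *Nr3c1* was higher in *Ppara*-/- livers, by 0.30 on the log2 scale or 1.23-fold (9.85 ± 0.14 against 9.55 ± 0.05, SD, n = 6, adjusted p = 0.0083). *Ppara*-/- mouse 1, at 9.57, was the 1 liver of its group not above all *Ppara*+/+ livers. Among 39 nuclear receptors and co-regulators 4 were lower, 3 higher and 32 not called (1 to 8 lower and 2 to 5 higher with 1 liver left out, 8 lower and 5 higher adjusted over the list alone, camera adjusted p = 0.71). The bile acid receptor *Nr1h4* was lower at -0.31 (adjusted p = 0.0082), *Rora* higher by 0.29 (adjusted p = 0.0091), and the deacetylase *Hdac3* differed by -0.09 (adjusted p = 0.39). Of 16 known glucocorticoid receptor targets 3 were lower, 1 higher and 12 not called (1 to 5 lower and 0 to 3 higher with 1 liver left out, 5 lower and 2 higher adjusted over the list alone), and the list did not shift (camera adjusted p = 0.45), with a median of 0.01, a mean of -0.18 and a downward test direction. *Klf9* was lower at -0.43 (adjusted p = 0.0029). *Tat*, the tyrosine aminotransferase, was lower at -1.61 (adjusted p = 0.031), a call lost without any 1 of *Ppara*-/- mice 2, 4, 5 and 6 and *Ppara*+/+ mice 1, 2, 3 and 4 (adjusted p of 0.068 to 0.075), with the intensity trend and robust settings (0.075), with the erythroid score (0.065) and with the sex covariate (0.09, within a range of 9.6e-04 to 0.09 over the limma alternatives on 11 or 12 livers).

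Few markers of the cell types of fetal liver were called. Of 17 hepatocyte markers, 5 of them also in other lists, 1 was lower and 16 not called (0 to 2 lower and up to 1 higher with 1 liver left out, 1 lower and 1 higher adjusted over the list alone, camera adjusted p = 0.32), with a median of -0.003 and a mean of -0.18. Their mean log2 signal was 11.92 in *Ppara*-/- mouse 1 and 11.51 in *Ppara*+/+ mouse 6, against 11.49 to 11.76 in the other *Ppara*-/- and 11.73 to 11.93 in the other *Ppara*+/+ livers, so each of the 2 lay nearer to the other genotype in this mean. Members with large differences weigh on the mean, such as *Tat* (-1.61) and *Tdo2* (-0.94), whereas the largest rise in the list was 0.27. Of 11 hepatoblast and biliary markers 1 was higher and 10 not called (0 to 2 higher with 1 liver left out, 1 higher adjusted over the list alone, camera adjusted p = 0.53). That 1 was the hepatoblast marker *Dlk1* (0.42, adjusted p = 0.033), whose call was lost without any 1 of *Ppara*-/- mice 2, 4, 5 and 6 and *Ppara*+/+ mice 1, 2, 3 and 4 (adjusted p of 0.066 to 0.081), with the intensity trend and robust settings (0.051), with the erythroid score (0.071) and with the sex covariate (0.098, within a range of 3.2e-04 to 0.098 over the limma alternatives on 11 or 12 livers). Over all genes, limma called none of 16 erythroid, 8 megakaryocyte, 13 granulocyte, 13 lymphoid, 12 endothelial or 20 cell cycle genes. With 1 liver left out this held for erythroid, megakaryocyte, lymphoid and cell cycle genes. However, 2 granulocyte genes were higher without *Ppara*+/+ mouse 5, and the granulocyte gene *Mmp8* was higher without *Ppara*+/+ mouse 3 (adjusted p = 0.042). Of the endothelial genes, 2 were lower and 1 higher without *Ppara*-/- mouse 1, and 2 were lower without *Ppara*+/+ mouse 6. Adjusted over the list alone, 2 granulocyte genes were higher, 2 endothelial genes lower and 1 higher, and 0 of the others were called. The camera adjusted p was 0.32 for erythroid, 0.92 for megakaryocyte, 0.74 for lymphoid, 0.42 for endothelial and 0.86 for cell cycle genes. The granulocyte list shifted upwards with a median of 0.07 (camera adjusted p = 0.028, but adjusted p = 0.65 with an estimated correlation), a call lost without *Ppara*-/- mouse 1 or 3 or *Ppara*+/+ mouse 2 or 6 (adjusted p of 0.061 to 0.18) with array weights (0.15), with dim probesets removed up to the 50th percentile (0.055) and with animal number and sex as covariates (0.057), within a range of 8.4e-05 to 0.7 over its alternatives. Of 14 macrophage genes 3 were higher and 11 not called (1 to 4 higher and up to 1 lower with 1 liver left out, 3 higher adjusted over the list alone, camera adjusted p = 0.24), with the receptor gene *Csf1r* higher by 0.23 (adjusted p = 0.0096).

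Of 12 stellate and fibroblast genes 1 was lower, *Des* at -0.39 (adjusted p = 0.018), 1 higher and 10 not called (0 to 1 higher with 1 liver left out, 1 lower and 1 higher adjusted over the list alone, camera adjusted p = 0.72). None of 18 acute phase and complement genes was called by limma over all genes, but up to 4 were lower and up to 1 higher with 1 liver left out, and 1 was lower and 2 higher adjusted over the list alone (camera adjusted p = 0.57, with a mean of 0.06 and a downward test direction). Of 14 immediate-early and heat-shock genes only *Hspa1a*, described above, was called (up to 2 lower and 3 higher with 1 liver left out, 3 higher adjusted over the list alone, camera adjusted p = 0.71), with a median of -0.02 and a mean of 0.08. The 4 measured sex-linked genes were not called over all genes or adjusted over the list alone (camera adjusted p = 0.52). Over all 32 lists 11 shifted downwards and 2 upwards, and the 5 that also shifted with an estimated correlation were mitochondrial β-oxidation, peroxisomal fatty acid oxidation, microsomal ω-oxidation, fatty acid uptake, activation and storage, and the other PPARα targets.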

Values the study reported

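The study reported 915 genes down-regulated in *Ppara*-/- liver at E19.5, and 425 at postnatal day 2. It worked with 6 mice per group and selected genes by a logarithmic fold change ratio beyond 1.3, a threshold that it gives as an absolute fold change for its up-regulated genes in another place.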

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

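The tests on animal number, on sex as a part of the difference and on a mislabelled liver in this part were chosen after the results were seen, and so were the comparisons with the animal number as a block.

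In 26 of 190 groups of 6 livers, from 95 genes, 1 liver stood far from the other 5, with a gap to the nearest of them, as a share of the whole range, past Dixon's critical value. Chance does this in about 1 in 20 groups. *Ppara*-/- mouse 1 was the far liver in 12 of the 26. It was the lowest of its group for *Hspa1a* (7.48 against 9.14 in the nearest liver, gap 0.815 of the range), *Cpm* (9.51 against 10.75, 0.705), *Cybrd1* (7.58 against 8.56, 0.788), *Ankrd55* (7.84 against 8.55, 0.72), *Aqp8* (11.92 against 12.63, 0.826), *Car12* (6.04 against 6.93, 0.686), *Ugp2* (10.61 against 11.31, 0.793), *Gbe1* (10.57 against 11.21, 0.867), *Pygl* (11.07 against 11.25, 0.726) and *Nr3c1* (9.57 against 9.87, 0.8), genes that were higher in *Ppara*-/- livers. It was also the lowest for *Angptl4* (8.92 against 9.56, 0.696) and *Acaa2* (12.72 against 12.87, 0.648).

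*Ppara*+/+ mouse 6 was the far liver in 5 groups. It was the lowest *Ppara*+/+ liver for *Adtrp* (8.46 against 9.10, gap 0.724), *Serpina7* (8.96 against 10.04, 0.657), *Cpt1a* (11.02 against 11.40, 0.635) and *Adh4* (6.22 against 7.05, 0.705), all lower in *Ppara*-/- livers, and the highest for *Car12* (6.26 against 5.91, 0.674).

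The pattern is that *Ppara*-/- mouse 1 resembled the other *Ppara*-/- livers in the lower oxidation and PPARα target genes, lay between the genotypes in the other lower genes and resembled the *Ppara*+/+ livers in the higher genes. A mislabelled *Ppara*+/+ liver is argued against, because over 47 members of the oxidation and PPARα target lists that were lower without it its median position between the *Ppara*+/+ mean (0) and the other *Ppara*-/- livers (1) was 0.957 (quartiles 0.754 to 1.157), whereas over the 1100 other genes that were lower without it the position was 0.435 (0.136 to 0.788) and over the 1374 that were higher 0.056 (-0.23 to 0.337). Animal number, which may mark litters or collection days, is argued against as the whole source, since the block kept a median of 0.927 of the log2 difference of the lower genes (quartiles 0.867 to 0.993) and 0.88 of that of the higher genes (0.826 to 0.949). As a part of the difference it stays open for the higher genes, and the test used here cannot decide it. Of these genes 70.5% were higher at the 6 high numbers within both genotypes. That share was reached in 5 of the 225 ways to pick as many livers (median 13.3%, highest other 72.6%). However, the only *Ppara*-/- livers with low numbers were mouse 1 and mouse 2, at positions of 0.056 and 1.082 in the higher genes. Within the *Ppara*-/- group the share therefore largely repeats what was seen for mouse 1. For the lower genes that share was 56.5%, reached in 21 of the 225 ways (median 17.5%, highest other 79.2%), so with 12 livers a part played by animal number cannot be told apart from chance there, and genotype stays open for both. Within the *Ppara*+/+ group alone the 2 high numbers differed from the other livers in 202 genes, against 1 gene at most for the other 14 of 15 pairs, and within the *Ppara*-/- group high and low numbers differed in 0 genes. Over all 12 livers, with both genotypes on each side, the 6 highest and 6 lowest numbers differed in 0 genes. Genotype differences lie within each side of this split, and the median of the other drawn splits was 0 genes too. That result therefore cannot decide whether animal number plays a part.

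Animal number went together with sex, since all 6 fetuses with high numbers were female and 4 of the 6 with low numbers male. Among the 8 female fetuses alone 72.1% of the higher genes rose with the number within both genotypes, a share reached in 4 of the 720 orders of the numbers (median 14.2%, highest other 72.3%). That trend rests on 1 *Ppara*-/- and 1 *Ppara*+/+ female with low numbers, mouse 1 of each group. *Ppara*-/- mouse 1 had already been seen to resemble the *Ppara*+/+ livers in the higher genes. The share therefore largely repeats that observation and cannot decide whether sex is needed for the trend. For the lower genes the share was 58%, reached in 50 of the 720 orders (median 16.2%), which cannot be told apart from chance. Sex as a part of the difference cannot be told apart from chance either, with 1 male among the *Ppara*-/- fetuses. Of the higher genes 18.2% were higher in females within both genotypes, reached in 49 of the 120 ways to pick as many livers as male (median 15.6%), and of the lower genes 27.2% were lower, reached in 34 of the 120 (median 17%).

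The 1 male *Ppara*-/- fetus, mouse 2, stood apart in *Xist* (5.04 against 12.44, gap 0.995) and in the Y-linked *Eif2s3y* (9.16 against 3.36, 0.973), *Uty* (9.29 against 4.12, 0.986) and *Kdm5d* (7.70 against 4.61, 0.876). It was also the highest *Ppara*-/- liver for *Fitm2* (7.86 against 7.69, 0.828). *Ppara*-/- mouse 5 was the lowest of its group for *Cpt2* (9.86 against 9.93, 0.722) and *Hsd3b7* (10.48 against 10.65, 0.637), *Ppara*-/- mouse 4 for *Ugt3a1* (4.58 against 4.99, 0.641), and *Ppara*-/- mouse 6 was the highest for *Sod2* (11.07 against 10.98, 0.711).

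Probesets outside the gene comparison also differed between genotypes. With p-values adjusted over all 35556 probesets, unlike in the gene comparison, limma called among 12146 probesets with no gene symbol 88 lower and 53 higher in *Ppara*-/- livers (1.2%), and among 1621 with several symbols 18 lower and 11 higher (1.8%), against 4.4% of the probesets with 1 symbol.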

How the results depend on the processing

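The comparisons by animal number were chosen after the data were seen; the other alternatives were planned. The counts of changed, lower and higher genes, and of those lower and higher by over 1.3-fold, were 1443, 761, 682, 267 and 246. With array weights they were 2743, 1457, 1286, 401 and 370. With the sex score the first 3 were 850, 449 and 401. The 6 lowest and 6 highest animal numbers as a block gave 936 changed and 422 higher genes. Within the 6 lowest numbers (4 *Ppara*+/+, 2 *Ppara*-/-) the counts were 193, 163, 30, 162 and 30, and within the 6 highest (2 *Ppara*+/+, 4 *Ppara*-/-) 223, 106, 117, 105 and 113, where fewer livers were compared. Leaving out 1 liver gave 851 to 2521 changed, 447 to 1147 lower and 384 to 1374 higher genes, of which 217 to 387 were lower and 172 to 424 higher by over 1.3-fold, with the fewest changed genes without *Ppara*-/- mouse 5 and the most without *Ppara*-/- mouse 1. A log2 difference of 1.3 in place of a fold left 34 lower and 2 higher genes, by construction.

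All 5 counts were 0 with the exact Mann-Whitney test, whose smallest adjusted p was 0.06 (3686 genes had an unadjusted p under 0.05), and *Ppara*, still at -1.01, missed the threshold. With 6 livers against 6 this test cannot give a p below 0.00216. In 716 genes (3.59%) the genotypes did not overlap, against 0.216% by chance.

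The other settings kept each count within 1.5 times. Among the settings whose calls were compared gene by gene, none called a lower gene higher or the reverse. Every probeset on its own was not compared in this way. Filters on dim signals at the 25th and 50th percentile gave 1667 and 2035 changed genes with fewer genes tested. The labels do not say whether the mouse numbers of the titles pair the livers. Deviations of same-numbered livers correlated above 0.1 in 4 of 6 pairs and 3 numbers had the same number as best partner, not in every case, so the livers were not treated as pairs, though the values hint at shared deviations for some numbers. With these numbers as a replicate block 1619 genes changed, *Ppara* differed by -1.01, the ketogenesis list missed the threshold (adjusted p = 0.09, within 4.3e-04 to 0.22 over its alternatives), and of the named genes 4 lost and 7 gained a call.

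Of the 13 lists 5 stayed shifted with an estimated correlation and 11 with fry, in which the bile acid (0.051) and granulocyte (0.22) lists missed the threshold and gluconeogenesis and glycogen (0.001) passed it. The glycolysis list missed the threshold within the 6 lowest animal numbers (0.099), and the bile acid (0.066) and granulocyte (0.7) lists within the 6 highest. Within the 6 highest, 10 lists shifted downwards and 7 upwards, against 11 and 2. Of those upwards 5 gained the call (gluconeogenesis and glycogen 0.0041, amino acid catabolism 0.018, megakaryocyte, lymphoid and immediate-early lists 0.034 each), and the stellate and fibroblast list turned upwards (0.04, against 0.72 downwards). Within the 6 lowest the fatty acid synthesis list gained the call (0.021). Of the named genes, 0 went from a call in one direction to a call in the other under any alternative. Genes not called could change sign, such as *Kdm5d* (-1.06, and 0.05 with the sex score). Except where a cause is given here, the cause was not tested. No detection calls were used here, so what dim signals limit was tested through the filters alone.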

Other observations

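The tests of sex and of granulocyte and macrophage shares and all comparisons by animal number in this part were chosen after the results were seen. The genes of the paragraph that follows were picked because of their values.

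Transcripts of the imprinted region between *Dlk1* and *Dio3*, which holds maternally expressed long RNAs and a large cluster of microRNA genes, were higher in *Ppara*-/- livers. Of 47 tested genes from *Dlk1* to *Dio3* in gene order, 28 were called higher, 0 lower and 19 not called, with a median log2 difference of 0.55 (the 28 called). Among the 28 were 24 microRNA genes, with *Mir379* at 1.22 (5.38 ± 0.42 against 4.16 ± 0.64, SD, n = 6, adjusted p = 0.012), *Mir382* (8.02 ± 0.37 against 7.03 ± 0.46, adjusted p = 0.0086) and *Mir300* at 0.76 (adjusted p = 0.0018). The long RNAs *Meg3* (0.51, adjusted p = 0.0097) and *Rian* (0.46, adjusted p = 0.0072) were higher too. *Dio3*, the deiodinase at the far end, differed by 0.05 (adjusted p = 0.8). The call held whichever liver was left out for 20 of the 28. Arrays of this kind read precursors and long host transcripts, so these values are not those of mature microRNAs.

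For this region, animal number is argued against as the whole source, since with the 6 lowest and 6 highest numbers as a block the 28 genes kept a median of 0.825 of their log2 difference (quartiles 0.794 to 0.889) and 24 stayed called. Neighbouring members may be read from 1 long transcript, so they are not independent, and animal number as a part of the difference was not tested for this region. Chance stays open too, since the region was picked for its values and no test here allows for that. A link between PPARα and the region is a hypothesis found on these same data.

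The count of 1443 changed genes is argued not to come from chance, since the real split was the 1 of 100 drawn splits of the 12 livers that called as many, and the highest other split called 178. Sex of the fetuses as the whole source is argued against, since with the sex score the changed genes kept a median of 0.965 of their log2 difference (quartiles 0.915 to 1.014) and 828 kept their call. A different share of erythroid cells is argued against as the whole source likewise, with a median of 0.988 kept (quartiles 0.956 to 1.02) and 1025 genes still called, and so are granulocytes (1.081, quartiles 1.015 to 1.144, 1237 genes) and macrophages (1.022, quartiles 0.938 to 1.099, 718 genes), each by the mean of its marker list. Shares of other blood cells and of hepatocytes were not tested this way. The mean of the hepatocyte markers ranged from 11.49 to 11.92 in *Ppara*-/- and from 11.51 to 11.93 in *Ppara*+/+ livers. A segment of donor chromosome around *Ppara* is argued against as a source of extra calls among its neighbours. Of the 40 tested genes nearest to *Ppara* 1 changed, against a median of 3 per window. Effects of such a segment on genes elsewhere, and donor segments on other chromosomes, were not tested. Genotype stays open as an explanation for the count, and so does the share of hepatocytes, for which no covariate was fitted. How much of the count goes with genotype, animal number or sex was not tested.

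Beyond a fold of 1.3 at an adjusted p under 0.05, 267 genes were lower here at E19.5, and 34 when the threshold was read as a log2 difference. Both are lower than the count of down-regulated genes quoted from the study above. Without a cut on the fold 761 genes were lower, 874 after renewed quantile normalization and 953 with animal number as a covariate, so the size of the gap depends on the fold filter, and how the study's count was filtered is not settled here.

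*Nr3c1* was higher by 0.30 in *Ppara*-/- livers (adjusted p = 0.0083). The study describes its transcript as reduced in *Ppara*-/- livers during development, in a figure over several ages and not from these arrays, so method and samples differ. *Fgf21*, *Ugt3a1*, *Ces1g*, *Adh4* and *Ces3a* were lower at E19.5. The study describes these as PPARα-dependent after birth alone, a stage not analysed here.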
